A study of Mus musculus with 3 samples.

How the data were processed

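RNA immunoprecipitation sequencing (RIP-seq) measures the RNA that comes down with an antibody from a tissue lysate. Per the labels, the material was hippocampus of mice aged 9 months on a C57BL/6 background, TRIzol was used to extract the precipitated RNA, and libraries were made with a NEBNext Ultra RNA kit. The series analysed here has 3 libraries, 1 per group: an anti-ZBP1 pull-down from PS19 mice, a ZNA pull-down from PS19 mice and a ZNA pull-down from wild-type (WT) mice. Groups were taken from the sample titles. No input, isotype-control or wild-type ZBP1 library was used here. Whether a library pools several mice is not stated in the labels.

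The deposited values are whole-number read counts per repeat name, with no normalization, per the file headers and the values themselves. Each file pairs a repeat name with a count, and the same 18484 names are listed in every library. Of these, 17185 are simple repeats and low-complexity names, and 1299 are interspersed repeats, satellites and structural RNA names of the RepeatMasker kind. A name pools every copy of that repeat in the genome, so no chromosome position, strand, gene context or copy can be given for any value. The labels and headers do not state the aligner, the counting tool, the genome build, the repeat annotation, the strand setting or the treatment of reads that map to many copies. Those choices move reads between closely related names, since copies of related subfamilies, and of a structural RNA gene and its pseudogenes, share sequence. Values of single names are therefore less certain than those of classes. No entry lacked a name, and no entry was a summary line.

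Of the listed names, 17009 had no read in any library and 1475 had at least 1 read. CPM values, counts scaled to a common library size, were computed from each library's total over all names. A name entered a comparison when its mean over the 2 libraries was at least 1 CPM and its summed count was at least 20 reads. The log2 ratio was taken on CPM with a pseudocount of 1, which understates the change of names with few reads. Names at least 2-fold higher or lower on this scale were counted. With 1 library per group no replicate spread exists, so the edgeR quasi-likelihood test could not be fitted and no p-value for a condition is given. Fisher's exact test (two-sided, Benjamini-Hochberg adjusted) on the reads of 2 libraries was run per name. It compares those libraries, not the genotypes or antibodies. Intervals of ratios are exact conditional (Clopper-Pearson) 95% intervals, intervals of shares are 95% Wilson intervals, and intervals of class medians come from 1000 Poisson redraws of every count. All of them cover counting error only. Reads carry no molecular identifiers, so reads are not independent molecules.

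Depth over all names was 1425383 reads in the PS19 ZBP1 library, 2918985 in the PS19 ZNA library and 3234786 in the WT ZNA library. A total here covers reads on repeat names and is not the depth of the whole library. The limit that a count of 0 allows (3 reads) corresponds to 2.10, 1.03 and 0.927 CPM in these libraries.

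Repeat names were assigned to LINE, SINE, LTR, DNA transposon, satellite, simple repeat and small structural RNA (snRNA, snoRNA, Y RNA, 7SK, 7SL, 4.5S, 5S, BC1 and tRNA names) by patterns in the names, written after the names were seen. The files do not give the class. Among names with reads, 1365 were assigned and 110 were not, and the unassigned names held 2.01%, 1.50% and 1.47% of the reads outside rRNA in the PS19 ZBP1, PS19 ZNA and WT ZNA libraries. A class median was set against 10000 random lists of the same size matched on mean level in 10 bins, as a description of these libraries.

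The comparisons, the filter, the pseudocount, the 2-fold limit and the rule for named repeats were fixed before the data were examined. The rule names, per comparison, the 5 names with the highest and the 5 with the lowest log2 ratio among those with a mean of at least 10 CPM over the 2 libraries. Lists of mouse genes and the share of mitochondrially encoded genes had also been planned. The names are those of repeats, 0 listed genes and 0 mitochondrial symbols matched a name, and those parts were not run. The alternatives were pseudocounts of 0.1 and 5, no filter, a mean of at least 10 CPM, TMM scaling, and limits of 1.5-fold and 4-fold. Scaling to the reads outside the 2 rRNA names was added after the data had been seen.

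The comparison of 2 libraries was tested on simulated data drawn from the real composition and depths with 200 names changed 3-fold. For the PS19 against WT comparison, 171 of the 184 changed names that passed the filter were recovered (92.9%), and 11 of 509 unchanged names were called. For the ZBP1 against ZNA comparison, 174 of 195 were recovered (89.2%), and 5 of 487 unchanged names were called. A name was called at an adjusted p under 0.05 in Fisher's exact test, and recovered if also in the simulated direction. The simulated counts held counting error only and no common shift of the names outside rRNA. These rates therefore do not carry over to the calls in the real libraries. Tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16 (TMM factors only).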

Results

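To describe which repeat-derived RNA came down with antibodies to Z-form nucleic acid and to its sensor, read counts per repeat name were compared across 3 hippocampal RIP-seq libraries from mice aged 9 months. PS19 mice carry a transgene for a mutant human tau and develop tau pathology. ZBP1 is a protein that binds left-handed (Z-form) nucleic acid, and the ZNA pull-down used an antibody directed at such nucleic acid. There was 1 library for the ZBP1 pull-down in PS19, 1 for the ZNA pull-down in PS19 and 1 for the ZNA pull-down in WT, so no value below has a replicate error. The libraries held 1425383, 2918985 and 3234786 reads on repeat names, respectively. Reads were found on 1103, 1324 and 1147 of the 18484 listed names.

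Most reads fell on the 2 ribosomal RNA names in every library. LSU-rRNA_Hsa and SSU-rRNA_Hsa together took 94.8% of the PS19 ZBP1 library (95% Wilson interval 94.74 to 94.81%), 89.4% of the PS19 ZNA library (89.39 to 89.46%) and 95.5% of the WT ZNA library (95.48 to 95.53%). The ratio of large-subunit to small-subunit reads was 1.32 in the PS19 ZBP1 library, 0.796 in the PS19 ZNA library and 0.637 in the WT ZNA library. Reads outside rRNA numbered 74474, 308613 and 145372 and made up 5.22% (5.19 to 5.26%), 10.6% (10.5 to 10.6%) and 4.49% (4.47 to 4.52%) of these libraries. This share was 2.35-fold higher in the PS19 than in the WT ZNA library (95% exact interval 2.34 to 2.37). It was 2.02-fold lower in the ZBP1 than in the ZNA library of PS19. The intervals reflect counting error and do not show how much 2 libraries of the same kind would differ.

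The classes of repeat were then compared. Per library total, LINE names took 5.17% of the PS19 ZNA library, 2.06% of the WT ZNA library and 1.69% of the PS19 ZBP1 library. LTR names took 3.44%, 1.38% and 1.95% of these libraries, in the same order. SINE names took 1.20%, 0.490% and 1.16%, and DNA transposon names took 0.206%, 0.0869% and 0.121%. Small structural RNA names took 0.292%, 0.351% and 0.140%. Among the reads outside rRNA, the PS19 and WT ZNA libraries had similar compositions, with LINE shares of 48.9% and 45.9%, LTR shares of 32.5% and 30.8%, and SINE shares of 11.3% and 10.9%. The ZBP1 library of PS19 held 32.3% LINE, 37.3% LTR and 22.2% SINE reads. Small structural RNA names made up 7.82% of the reads outside rRNA in the WT ZNA library, 2.76% in the PS19 ZNA library and 2.68% in the PS19 ZBP1 library.

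**Figure D1:**
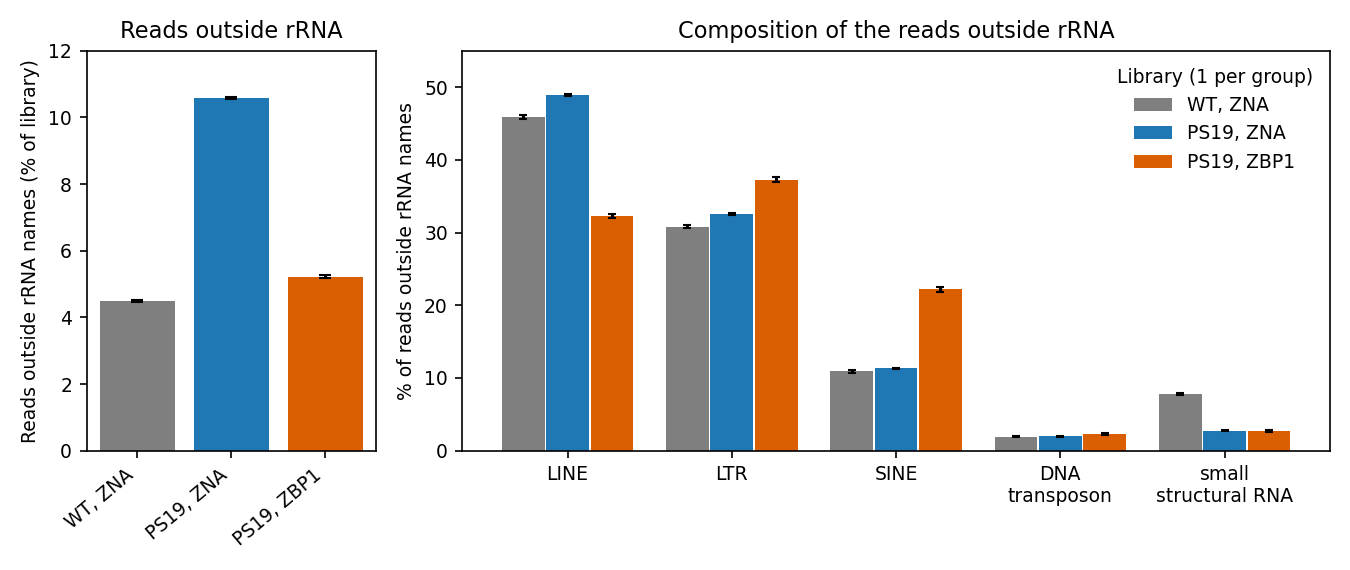
Left, reads outside the rRNA names as a percentage of each library; right, the percentage of those reads on LINE, LTR, SINE, DNA transposon and small structural RNA names (bars, 1 library per group; error bars, 95% Wilson intervals, counting error only). The PS19 ZNA library has the highest share outside rRNA (10.6%), and the ZBP1 library has the lowest LINE share (32.3%) and the highest SINE share (22.2%).

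Ranks of repeat names were similar between libraries. Over the 942 names with at least 1 CPM on average, Spearman's rho across names was 0.951 between the PS19 and WT ZNA libraries. It was 0.913 between the ZBP1 and ZNA libraries of PS19 and 0.905 between the ZBP1 library of PS19 and the ZNA library of WT. Names are not independent replicates, and no p-value is attached. Including every name with a read moved rho most, to 0.915, 0.891 and 0.881.

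The first comparison asked which repeats differed between PS19 and WT in the ZNA pull-down. Of 713 names compared, 530 were at least 2-fold higher in PS19 and 3 were at least 2-fold lower. The median log2 ratio over all names was 1.24, with an interquartile range of 0.99 to 1.45, and 695 names (97.5%) lay above 0. The log2 ratio of all reads outside rRNA was 1.23. TMM scaling, which centres the names, moved the counts most, to 23 higher and 20 lower. With libraries scaled to the reads outside rRNA, 26 names were at least 2-fold higher and 19 lower, and all 26 were among the 530; the median over all names was then 0.07. The share of higher names among those past 2-fold was thus 99.4% per library total and 57.8% per reads outside rRNA. In Fisher's exact test on the reads of the 2 libraries, with Benjamini-Hochberg adjustment, 608 of 713 names differed at an adjusted p under 0.05 per library total (602 higher, 6 lower). Per reads outside rRNA, 74 of 711 names did (53 higher, 21 lower).

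Per library total, the rise in the PS19 ZNA library was of similar size in the LINE, SINE and LTR classes, and under TMM scaling the LINE, SINE and DNA medians lay slightly below 0. The median log2 ratio was 1.28 for 142 LINE names (95% interval from counting error 1.25 to 1.32), 1.27 for 32 SINE names (1.21 to 1.32), 1.25 for 418 LTR names (1.23 to 1.30) and 1.11 for 77 DNA transposon names (1.03 to 1.26). Among random lists matched on mean level, these medians stood at percentiles 34.8, 39.1, 96.3 and 17.6. Scaled to the reads outside rRNA, the DNA median also lay slightly below 0. LINE and SINE medians differed by 0.01 (-0.05 to 0.08). Among the 354 transposable-element names with at least 100 reads, the standard deviation of the log2 ratio was 0.24, against 0.18 from counting error alone. The 15 small structural RNA names had a median of 0.62 (0.43 to 0.84), at percentile 0 of the random lists, which became -0.61 when scaled to the reads outside rRNA. Their pooled reads were lower in PS19 (log2 ratio -0.27, 95% interval -0.31 to -0.23).

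Among names with a mean of at least 10 CPM, the 5 lowest ratios were those of 4 small structural RNAs and the small-subunit rRNA. HY3, a Y RNA name, had 60.0 CPM in PS19 (175 reads) and 163 CPM in WT (527 reads), a 2.72-fold lower value (95% exact interval 2.29 to 3.24). HY1 was 1.70-fold lower (1.49 to 1.95), U1 1.42-fold lower (1.35 to 1.49), U2 1.37-fold lower (1.16 to 1.61) and SSU-rRNA_Hsa 1.17-fold lower. The 5 highest were U3, RLTR9D, 4.5SRNA, ORR1A1-int and RLTR53_Mm. U3 had 31.9 CPM in PS19 (93 reads) and 4.64 CPM in WT (15 reads), a 6.87-fold higher value (3.96 to 12.8). RLTR9D was 7.48-fold higher on 54 and 8 reads (3.54 to 18.2), 4.5SRNA 6.05-fold higher on 142 and 26 reads (3.96 to 9.58), ORR1A1-int 6.65-fold higher on 66 and 11 reads (3.49 to 13.96) and RLTR53_Mm 5.86-fold higher on 74 and 14 reads (3.28 to 11.2). All 5 kept a log2 ratio between 1.21 and 1.46 when scaled to the reads outside rRNA. The 3 names at least 2-fold lower were HY3, RLTR10F (6 and 17 reads) and RLTR44B (5 and 15 reads); the latter pair fell outside the naming rule and was picked after its values were seen, and both exact intervals include no change. Copies of U1, U2, U3 and 4.5S genes and pseudogenes cannot be separated in these counts.

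The second comparison set the ZBP1 against the ZNA pull-down within PS19. Of 682 names compared, 2 were at least 2-fold higher and 342 at least 2-fold lower in the ZBP1 library. The median log2 ratio was -1.00, with an interquartile range of -1.49 to -0.48, against -1.02 for the reads outside rRNA. Scaled to the reads outside rRNA, 59 names were at least 2-fold higher and 56 lower, so that the share of higher names among those past 2-fold went from 0.581% to 51.3% and the median from -1.00 to -0.05. TMM scaling gave 58 and 54. Fisher's exact test with Benjamini-Hochberg adjustment called 460 of 682 names per library total (16 higher, 444 lower) and 215 of 680 per reads outside rRNA (111 higher, 104 lower).

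Here the classes separated. The median log2 ratio was -1.47 for 140 LINE names (-1.54 to -1.43), -0.93 for 391 LTR names (-1.00 to -0.89), -1.00 for 76 DNA transposon names (-1.07 to -0.77) and 0.09 for 32 SINE names (0.00 to 0.18). The LINE median stood at percentile 0 and the SINE median at percentile 100 of the random lists. The LTR median turned slightly positive under TMM scaling and under scaling to the reads outside rRNA. The difference between the LINE and SINE medians was -1.56 (-1.68 to -1.47) and was -1.55 under both of those scalings. Per reads outside rRNA, all 32 SINE names were higher in the ZBP1 library, and 29 of 140 LINE names were. Among 330 transposable-element names with at least 100 reads, the standard deviation of the log2 ratio was 0.64, against 0.22 from counting error.

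**Figure D2:**
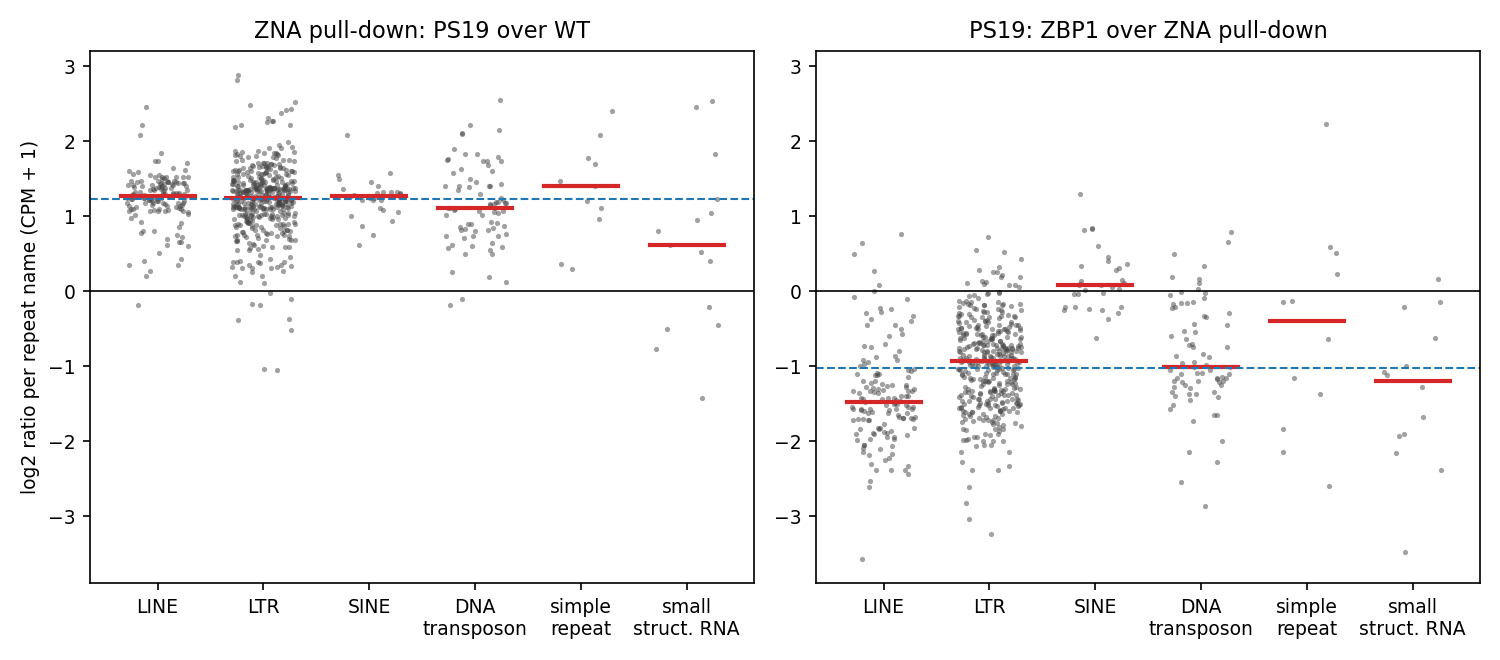
Log2 ratio of each repeat name on the CPM + 1 scale, by class, for PS19 over WT in the ZNA pull-down (left) and ZBP1 over ZNA pull-down in PS19 (right). Points are names that passed the filter, red bars are class medians, and the dashed line is the log2 ratio of all reads outside rRNA. On the left the LINE, LTR and SINE medians lie between 1.25 and 1.28, near the dashed line, and between 0.06 and 0.10 when scaled to the reads outside rRNA; on the right the LINE (-1.47) and SINE (0.09) medians lie on opposite sides of it.

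The names with the highest ZBP1 to ZNA ratio at a mean of at least 10 CPM were the satellites SYNREP_MM and GSAT_MM and the SINE names PB1D7, MIR1_Amn and PB1D10. GSAT_MM, the mouse major satellite, had 111 CPM in the ZBP1 library (158 reads) and 57.6 CPM in the ZNA library (168 reads), a 1.93-fold higher value (1.54 to 2.41). The other 4 were 1.78-fold to 2.05-fold higher. The satellite names did not move together. The median of the 4 satellite names was 0.28 (-0.28 to 0.60), at percentile 99.93 of the random lists. Scaled to the reads outside rRNA it was 1.24, and 3 of the 4 names were higher in the ZBP1 library. MurSatRep1, with 279 reads in the ZBP1 and 1746 in the ZNA library, had a log2 ratio of -1.61. Pooled satellite reads had a log2 ratio of -1.02 (-1.17 to -0.88) per library total and -0.004 (-0.15 to 0.14) per reads outside rRNA. MurSatRep1 dominates that pool, with 279 of 480 reads in the ZBP1 and 1746 of 1995 in the ZNA library. The 5 lowest were HY1, MurERV4_19-int, BGLII_Mus, RLTR20B1 and Charlie7. HY1 had 9.82 CPM in the ZBP1 library (14 reads) and 119.2 CPM in the ZNA library (348 reads), a 12.1-fold lower value (7.14 to 22.4). MurERV4_19-int was 9.70-fold lower (4.58 to 24.6) on 7 and 139 reads. BGLII_Mus had 3 reads in the ZBP1 library, the limit that a count of 0 allows, and 61 in the ZNA library, for which the exact interval ran from 3.24-fold to 49.5-fold lower. RLTR20B1 and Charlie7 were 7.32-fold and 7.57-fold lower on 6 and 4 reads in the ZBP1 library. The 2 names at least 2-fold higher were the simple repeat (CGC)n, with 19 and 6 reads, and the SINE PB1D11, with 20 and 15 reads; they fell below 10 CPM on average and were picked after their values were seen.

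Lastly, both PS19 pull-downs were set against the WT ZNA library, which serves as the only WT library in both ratios. Of 753 names, 550 were at least 2-fold above WT in the PS19 ZNA library, 106 in the PS19 ZBP1 library and 93 in both, against 77.4 if the calls were placed independently. In 1000 simulations of unchanged libraries sharing 1 control, the mean number in both was 1.32 and the maximum 7. Those simulations leave out the common shift of the names outside rRNA. Per library total they therefore do not bear on whether the same names rose in both pull-downs. The 77.4 from the observed numbers keeps that shift but ignores that both ratios share the WT library, which can raise the number in both. Per library total, the 93 names thus have no valid no-change value to be set against. Scaled to the reads outside rRNA, 28 and 78 names were at least 2-fold above WT and 15 were in both. Independent placement gave 2.90. The simulated unchanged libraries gave a mean of 7.97 and a maximum of 18 names in both, and 18 of the 1000 simulations (1.80%) reached 15 or more. However, their CPM values were computed on the reads outside rRNA alone, where the pseudocount of 1 weighs less than in the observed ratios. Names with few reads then pass 2-fold more easily, so the 15 cannot be set against these simulated values. These simulations hold counting error only, and the spread of log2 ratios between the libraries was larger than counting error. Genotype and antibody both differ between the PS19 ZBP1 and WT ZNA libraries.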

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

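The scaling of the libraries had the largest effect on the counts of names past 2-fold. In the PS19 against WT comparison, 530 higher and 3 lower names became 23 and 20 under TMM and 26 and 19 when scaled to the reads outside rRNA, an alternative chosen after seeing the data. In the ZBP1 against ZNA comparison, 2 higher and 342 lower became 58 and 54, and 59 and 56. The cause lies in the construction: rRNA sets the library total, and both alternatives remove most of the common shift of the other names. The median log2 ratio over all names went from 1.24 to -0.0018 (TMM, a change of sign) and 0.072 (reads outside rRNA), and from -1.00 to -0.031 and -0.048. The names at least 2-fold above WT in both PS19 pull-downs went from 93 to 13 and 15.

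Under TMM the PS19 against WT medians of LINE (-0.015), SINE (-0.0048), DNA (-0.085) and small structural RNA names (-0.69) changed sign. Scaled to the reads outside rRNA, those of DNA (-0.019) and small structural RNA names (-0.61) did. In the ZBP1 against ZNA comparison the LTR median changed sign under both (0.057 and 0.044). The difference between the LINE and SINE medians in that comparison was -1.55 under both scalings and between -1.59 and -1.40 under the other pseudocounts and the stricter filter; a pseudocount of 5 gave -1.40.

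A pseudocount of 5 left 1 name lower in PS19 than in WT, 1 higher in ZBP1 than in ZNA and 34 in both PS19 pull-downs. It gave medians over all names of 1.03 and -0.79, and a pseudocount of 0.1 gave 1.30 and -1.06. Without a filter, 14 names were lower in PS19 than in WT and 34 higher in ZBP1 than in ZNA. A mean of at least 10 CPM left 1 and 0 such names and 56 in both PS19 pull-downs, and gave a PS19 against WT median of 1.29. The cause of these moves was not tested beyond the fewer names compared (488 and 507). At 4-fold, 27 names were higher and 0 lower in PS19 than in WT, 1 higher and 41 lower in ZBP1 than in ZNA, and 5 in both PS19 pull-downs. At 1.5-fold, 14 names were higher in ZBP1 than in ZNA.

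Spearman's rho between the PS19 and WT ZNA libraries was 0.970 at a mean of at least 10 CPM, 0.915 over all names with a read, and 0.925 after thinning to equal reads outside rRNA, also chosen after seeing the data. Between the ZBP1 and ZNA libraries of PS19 it was 0.891 over all names with a read and 0.894 after thinning, and between the ZBP1 and WT ZNA libraries 0.881 over all names with a read. Thinning brought the first pair closer to the other pairs, and the order of the 3 pairs changed: the ZBP1 library then ranked nearer to WT ZNA (0.900) than to PS19 ZNA. Thinning was drawn only 1 time, so its spread is unknown. The gap between 0.900 and 0.894 is small, and the change of order is not established.

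As shares of the reads outside rRNA, LINE names took 32.3%, 48.9% and 45.9% of the PS19 ZBP1, PS19 ZNA and WT ZNA libraries, SINE names 22.2%, 11.3% and 10.9%, LTR names 37.3%, 32.5% and 30.8%, and DNA names 2.32%, 1.95% and 1.93%. Of the 80 recomputed log2 ratios of named repeats, 37 moved beyond their counting interval, 17 of them under TMM and 16 under scaling to the reads outside rRNA, and none changed sign. Of the 50 recomputed class medians, 23 moved without changing sign and 8 changed sign.

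With 1 library per group, leaving out a library was not possible. The mitochondrial share, the gene lists and the alternatives that remove mitochondrial genes could not be run on repeat names. The depth limits the ZBP1 library most, where 1 read is 0.702 CPM.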

Other observations

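All patterns below were noticed in these libraries and tested on the same reads. The tests on structural RNAs, on young and ancient families, on GC content in the ZBP1 library and on CA/TG repeats against other units of equal GC content were chosen after the result was seen. Each compares single libraries, so a difference in handling between libraries cannot be excluded for any of them.

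The most conspicuous feature of the PS19 ZNA library is a rise shared by the LINE, SINE and LTR classes. Reads outside rRNA were 2.35-fold higher per library total than in WT, and LINE, SINE and LTR medians rose by 1.25 to 1.28 on the log2 scale. The rise was not uniform over all repeats: the 4 satellite names had a median of 0.81 (0.51 to 1.05), at percentile 2.80 of matched random lists, and their pooled log2 ratio was 0.98 per library total and -0.26 (-0.36 to -0.15) per reads outside rRNA. More complete removal of rRNA from the PS19 library would raise every other RNA alike. The pooled small structural RNA names instead had a log2 ratio of -0.27, against 1.31 for pooled LINE, SINE, LTR and DNA names, which argues against rRNA removal as the whole cause. The pooled value is dominated by U1 and 7SK, and without them it was 0.01 (-0.07 to 0.10). The 12 members with at least 100 reads went different ways. U1, 7SK, HY1, HY3 and U2 had intervals below no change. The other 7 had intervals above it, with 7SLRNA, U4, U17, U5 and BC1_Mm 1.33-fold to 2.10-fold higher, 4.5SRNA 6.05-fold and U3 6.87-fold higher. For 9 of the 12 the interval lay below the 2.35-fold rise of all reads outside rRNA, and for 2 above it. Activation of young families only is also argued against, because names of families that spread in early mammals (L2, MIR, MLT, Tigger, Charlie and old L1 names) had a median of 1.19 (1.14 to 1.26). GC content stays open. AT-rich simple repeats (the lowest of 3 GC bins) rose by 1.55 and GC-rich ones (the highest bin) by 0.80 per library total, a log2 odds ratio of -0.75 (-1.22 to -0.28; Fisher's exact p 0.0019). Both lying above 0 does not count against GC content, since the library total is mostly GC-rich rRNA. Per reads outside rRNA, the lowest, middle and highest bins had log2 ratios of 0.32 (-0.07 to 0.71), 0.25 (0.03 to 0.48) and -0.43 (-0.73 to -0.14). The highest bin stood apart most, but the intervals do not exclude an even trend. CA/TG repeats held 285 of the 559 PS19 ZNA reads and 101 of the 221 WT ZNA reads of the middle bin, so its value partly reflects them. LINE and SINE medians, which a trend over all bins would part, differed by 0.01 (-0.05 to 0.08).

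Also open is a repeat-wide rise, for example more genomic DNA or more unspliced nuclear RNA in the PS19 ZNA precipitate. It needs young and ancient families to rise by nearly the same amount, and their medians (44 and 143 names) differed by 0.13 (0.04 to 0.20), a small part of the rise of 1.24. The smaller rise of the satellites, which genomic DNA would also carry, goes against an even rise and leaves this explanation undecided. An antibody to Z-form nucleic acid may also bring down more repeat RNA of many families in PS19, which is the biological difference the design names. The repeat counts alone do not separate these, and of the biological explanations only activation of young families was tested. Counts over introns, intergenic sequence and each strand, or an input library, would bear on it. The interval of the difference between young and ancient families covers counting error only, while the standard deviation of log2 ratios among transposable-element names with at least 100 reads was 0.24, against 0.18 from counting.

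In the ZBP1 pull-down of PS19, LINE names were lower against SINE names than in the ZNA pull-down, by 1.56 on the log2 scale. The lower depth of the ZBP1 library is argued against: thinning the ZNA library to that depth and comparing it with itself gave differences no lower than -0.092 in 200 draws. GC content stays open. LINE sequence is AT-rich and SINE sequence richer in GC, and in simple repeats, whose GC content can be read from their names, GC-rich units were higher than AT-rich units in the ZBP1 library by a log2 odds ratio of 1.39 (0.82 to 1.96; Fisher's exact p 7.21e-07, on 131 and 42 reads in the ZBP1 library). A candidate explanation is therefore a GC-dependent step in library making. In the PS19 to WT ZNA comparison, GC-rich and AT-rich simple repeats also differed (log2 odds ratio -0.75), with no difference between LINE and SINE medians (0.01). That argues only weakly against a GC step, because there the middle GC bin lay near the lowest and the shape over the bins was uncertain. In the ZBP1 to ZNA comparison the lowest, middle and highest bins had log2 ratios of -0.24, 0.81 and 1.15 per reads outside rRNA. A larger part of spliced, exonic RNA in the ZBP1 precipitate would also favour SINE and GC-rich repeats, and was not tested.

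Alternating purine-pyrimidine sequence, such as CA/TG repeats, takes the Z form more readily than other sequence. CA/TG dinucleotide repeats took 22.2% of the simple-repeat reads in the WT ZNA library (101 of 455), 28.2% in the PS19 ZNA library (285 of 1010) and 33.7% in the PS19 ZBP1 library (138 of 409). Only the names (CA)n, (AC)n, (GT)n and (TG)n were counted as CA/TG. The same sequence under longer names, such as (CACA)n and (GTGTGT)n, was left among the other simple repeats and the other units of equal GC content. Both of those comparisons are blurred by it. In a family of 9 Fisher's exact tests, the odds ratio against other simple repeats was 1.38 for PS19 over WT ZNA (p 0.018, adjusted 0.053), 1.30 for ZBP1 over ZNA in PS19 (p 0.041, adjusted 0.091) and 1.78 for PS19 ZBP1 over WT ZNA (p 0.00018, adjusted 0.0017). CT/GA repeats have the same GC content and do not alternate. Against them, the odds ratio was 1.65 for PS19 over WT ZNA (p 0.30, adjusted 0.41), 0.73 for ZBP1 over ZNA in PS19 (p 0.48, adjusted 0.54) and 1.20 for PS19 ZBP1 over WT ZNA (p 0.79, adjusted 0.79). These rest on 8 CT/GA reads in the PS19 ZBP1 library, 12 in the PS19 ZNA library and 7 in the WT ZNA library. Against all other units of equal GC content, the odds ratio was 1.18 for PS19 over WT ZNA (p 0.32, adjusted 0.41), 1.39 for ZBP1 over ZNA in PS19 (p 0.053, adjusted 0.095) and 1.64 for PS19 ZBP1 over WT ZNA (1.12 to 2.42; p 0.014, adjusted 0.053). The last of these leans against GC content as the cause but did not pass the adjustment. A preference for alternating sequence stays open. The comparison with CT/GA repeats rests on few reads. No odds ratio against other units of equal GC content passed the adjustment, and those units include CA/TG sequence under longer names.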
